# Transcriptome data and gene ontology analysis in human macrophages ingesting modified lipoproteins in the presence or absence of complement protein C1q

**DOI:** 10.1016/j.dib.2016.09.008

**Published:** 2016-09-14

**Authors:** Minh-Minh Ho, Deborah A. Fraser

**Keywords:** Complement, Atherosclerosis, Lipoprotein, Macrophage

## Abstract

We characterized the transcriptional effects of complement opsonization on foam cell formation in human monocyte-derived macrophages (HMDM). RNA-sequencing was used to identify the pathways modulated by complement protein C1q during HMDM ingestion of the atherogenic lipoproteins oxidized low density lipoprotein (oxLDL) and acetylated low density lipoprotein (acLDL). All raw data were submitted to the MIAME-compliant database Gene Expression Omnibus (accession number GEO: GSE80442; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80442). Data presented here include Venn diagram overviews of up- and down-regulated genes for each condition tested, gene ontology analyses of biological processes, molecular functions and cellular components and KEGG pathway analysis. Further investigation of the pathways modulated by C1q in HMDM during ingestion of atherogenic lipoproteins and their functional relevance are described in “Macrophage molecular signaling and inflammatory responses during ingestion of atherogenic lipoproteins are modulated by complement protein C1q” (M.M. Ho, A. Manughian-Peter, W.R. Spivia, A. Taylor, D.A. Fraser, 2016) [1].

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Complement and Atherosclerosis*
Type of data	*Tables, Figure*
How data was acquired	*RNA-sequencing was performed using Illumina HiSeq 2500. Gene expression data were input into the DAVID online tool for Gene Ontology and KEGG Pathway analysis.*
Data format	*Analyzed, raw*
Experimental factors	*RNA was isolated from human monocyte-derived macrophages (HMDM) incubated with either oxidized (oxLDL) or acetylated low-density lipoprotein (acLDL) in the presence or absence of C1q.*
Experimental features	*RNA-seq analysis was performed and data subjected to gene ontology analysis to identify biological processes, molecular functions and cellular components modulated by C1q*
Data source location	*Long Beach, CA*
Data accessibility	*Analyzed data is within this article and raw data is available at the NCBI database at GEO series accession number GEO:*GSE80442*,*http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80442

**Value of the data**

• These data provide a list of all genes modulated in human macrophages during foam cell formation.
• These data may be used to identify the effect of complement C1q opsonization on macrophage gene expression.
• Gene ontology analysis identifies pathways that may provide therapeutic targets for restoring defective foam cell removal in atherosclerosis.

## 1 Data

The data shown here include quantification of genes that were up or down-regulated by complement protein C1q in macrophages during ingestion of the atherogenic lipoproteins oxLDL and acLDL and gene ontology analysis. 

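Human monocyte-derived macrophages (HMDM) are macrophages grown in culture from blood monocytes. The cells were pooled from 10 donors, so each library is a culture of pooled cells, and n = 3 counts cultures and not donors. There were 15 libraries, 3 each from untreated HMDM and from HMDM given oxLDL, oxLDL+C1q, acLDL or acLDL+C1q. Lipoprotein was given at 10 µg protein/ml and C1q at 75 µg/ml, for 3 h. The authors aligned the reads to hg38 and deposited raw counts and RPKM for 25715 listed genes. The raw counts are numbers of aligned bases. Of the non-zero values under 450, 60.4% are multiples of 100, as a read length of 100 bases would give. Each value was therefore divided by 100 and rounded to give estimated reads. The libraries held between 8207204 and 27467729 estimated reads on genes, with the fewest in acLDL+C1q replicate 2. The group medians were 21398082 for untreated HMDM, 21832452 for oxLDL, 17102891 for oxLDL+C1q, 17597393 for acLDL and 14981511 for acLDL+C1q. Differences between 3 and 3 libraries were tested per gene with edgeR's quasi-likelihood test after TMM normalization, and levels are given as CPM, which scales counts to a common library size. In a principal component analysis of log2 CPM, the first component held 28.8% of the variance. On it, replicate 1 of oxLDL+C1q scored 32.7 and replicate 1 of acLDL+C1q scored 29.6, while the highest score among the other 13 libraries was 2.4. That score was of oxLDL+C1q replicate 2. The remaining C1q libraries, from 0 to 2.4, all scored above every library without C1q, of which the highest was at -3.5.

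**Figure D1:**
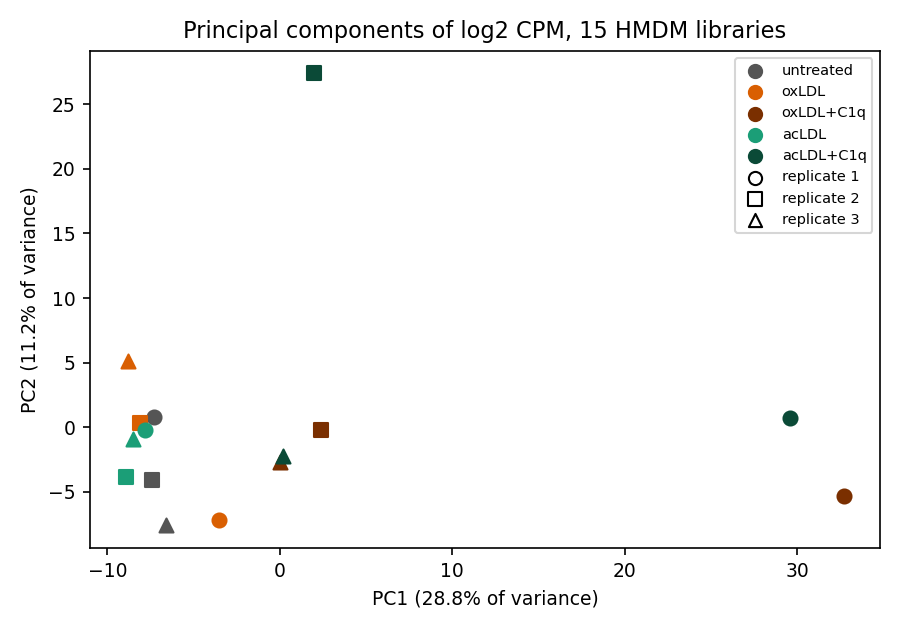
Principal component scores of the 15 HMDM libraries, from log2 CPM of 13038 genes. Each point is a library, colored by condition, with the symbol giving the replicate number. Both C1q replicate 1 libraries lie apart on the first component, at 32.7 and 29.6, and acLDL+C1q replicate 2 lies apart on the second, at 27.4. On the first component the other C1q libraries (0 to 2.4) lie above all libraries without C1q (at most -3.5).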

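With oxLDL, C1q raised 527 and lowered 557 of 12738 genes tested at an unadjusted p under 0.05, where 637 are expected by chance. With acLDL, C1q raised 1156 and lowered 1036 of 12584 genes, where 629 are expected by chance. After Benjamini-Hochberg adjustment, 0 genes with oxLDL and 1 gene with acLDL, SLC5A3, had an edgeR p under 0.05. The requirement of an absolute log2 fold change of at least 1 moved the counts most, to 8 higher and 14 lower with oxLDL and to 18 higher and 21 lower with acLDL. Upper-quartile normalization changed the balance to 414 higher and 668 lower with oxLDL and to 904 higher and 1222 lower with acLDL. Single libraries also carried weight. Without oxLDL replicate 2, 183 genes were higher and 213 lower with oxLDL, and without acLDL replicate 3, 607 were higher and 550 lower with acLDL. Without acLDL+C1q replicate 3, 324 genes with acLDL passed the adjusted threshold. Over the 12525 genes tested in both comparisons, 298 were higher with C1q in both, against 48.4 expected if the calls were independent. Of the other calls, with genes tested in only 1 comparison included, 858 were higher with acLDL only and 229 with oxLDL only. The genes lower with C1q in both numbered 215, against 45.5 expected. Counted in the same way, 821 were lower with acLDL only and 342 with oxLDL only, and 1 gene was called in opposite directions. The comparisons share no library, but replicate 1 of both C1q groups deviates alike, so the calls are not independent. Without both of these libraries, 124 genes were higher and 83 lower in both, against 18.6 and 16.4 expected. Across genes, which are not independent replicates, the log2 fold changes of the comparisons correlated with r = 0.554. Without oxLDL+C1q replicate 1 r was 0.335, without acLDL+C1q replicate 1 it was 0.315, and without both 0.261. Without a filter on low counts it was 0.0558.

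**Figure D2:**
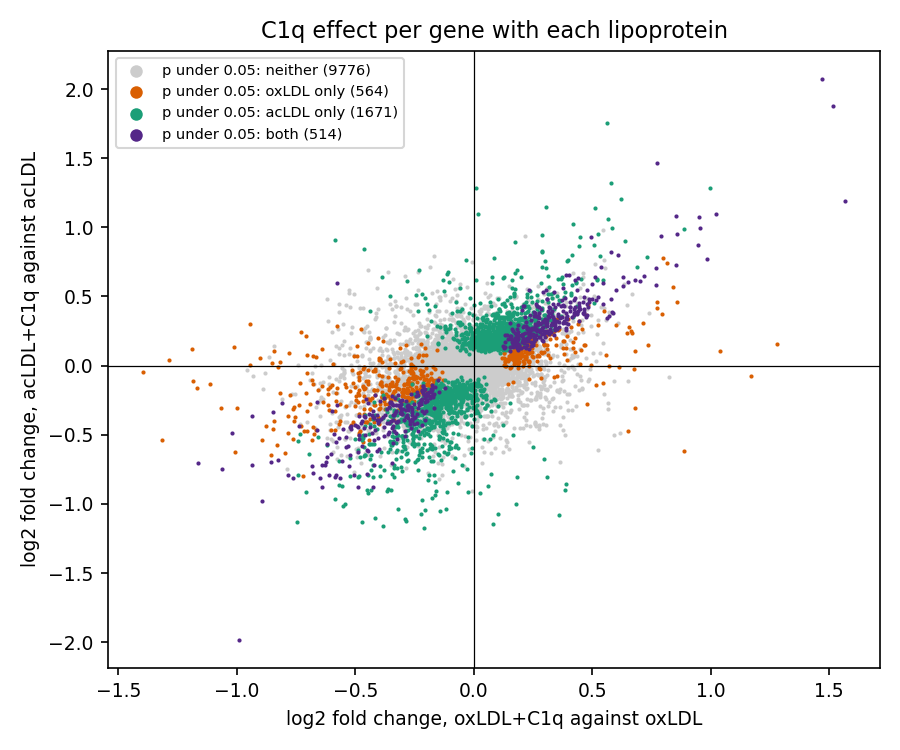
Log2 fold change of each of 12525 genes with C1q, for oxLDL (x axis) and acLDL (y axis), 3 against 3 libraries each. Colors mark genes with an unadjusted edgeR p under 0.05 with oxLDL only (564), acLDL only (1671), both (514) or neither (9776). Genes called in both lie in the same direction apart from 1.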

Overlapping upregulated and downregulated genes in the presence of C1q are visualized in Venn diagrams (Fig. 1). Data presented include gene ontology analysis based on biological processes of all significantly modulated genes (Table 1), upregulated genes (Table 2), and downregulated genes (Table 3) due to C1q during ingestion of oxLDL or acLDL and the overlap of the genes in common between lipoprotein treatment. 

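The gene sets of DAVID were not available, so lists of gene symbols were written for the main kinds of term in the tables. As a set, each list was tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over 19 lists per comparison. In every list the member genes named had an adjusted edgeR p of 0.572 with oxLDL and between 0.170 and 0.245 with acLDL. Past the adjusted threshold of 0.05 were 3 lists with oxLDL and 8 with acLDL. Under fry, or camera with an estimated correlation, 0 lists passed in either comparison. For fry, 0 lists with oxLDL and 4 with acLDL had an unadjusted p under 0.05. In the oxLDL comparison, all 10 divisions of the 6 libraries into 3 and 3 gave at least 3 lists.
Of 66 interferon-stimulated genes tested, 62 were lower with C1q and oxLDL, with a median log2 fold change of -0.38 (camera adjusted p = 1.38e-07), and 17 were called lower. With acLDL, 47 of 66 were lower, with a median of -0.10 (adjusted p = 0.00783), and 15 were called lower and 2 higher. Adjusted over the list alone, 8 of them passed with acLDL and 0 with oxLDL, against 0 over all genes in both. The acLDL result rose to 0.393 without acLDL+C1q replicate 3 and to 0.0508 without acLDL replicate 1. With all 15 libraries in one fit it was 0.270. The smallest p values with oxLDL were those of IFIT2, with a log2 fold change of -1.02 (standard error 0.33), and IFIT1, with -0.59 (standard error 0.20), which were -0.64 and -0.38 without oxLDL replicate 3. With acLDL they were those of IFIT1, at -0.50 (standard error 0.09), and IRF7, which rose by 0.44 (standard error 0.09).
Of 54 NF-kappaB cascade genes, 23 were called higher and 2 lower with acLDL (median 0.13, camera adjusted p = 0.00485), and 7 higher and 5 lower with oxLDL (adjusted p = 0.106). TRAF3IP2, whose interval overlaps an antisense gene, changed by -0.61 (standard error 0.17) and TRAF3 by 0.43 (standard error 0.12) with acLDL, or 0.23 for TRAF3 without acLDL+C1q replicate 1. NFKBIB changed by 0.27 (standard error 0.09) and NOD2 by -0.48 (standard error 0.16) with oxLDL. Of 63 apoptosis regulators, 13 were called higher and 8 lower with acLDL (adjusted p = 0.260), and 2 higher and 5 lower with oxLDL (adjusted p = 0.602). BCL2L11 fell by 0.41 (standard error 0.10) with acLDL and by 0.33 (standard error 0.09) with oxLDL. BAD rose by 0.28 (standard error 0.08) with acLDL, and GADD45B fell by 0.25 (standard error 0.06) with oxLDL.
Of the rRNA and tRNA processing genes, 127 were lower and 41 higher with oxLDL, with 12 called lower and 1 higher (median -0.09, camera adjusted p = 0.000126), and 123 were lower and 45 higher with acLDL, with 35 called lower and 1 higher (median -0.10, adjusted p = 0.00013). Without oxLDL+C1q replicate 1 the oxLDL result was 0.162. WDR75 changed by -0.34 (standard error 0.09) and FTSJ2 by 0.25 (standard error 0.07) with oxLDL. RPP25 changed by -0.22 (standard error 0.07) and TRMT10B by -0.55 (standard error 0.18) with acLDL, or -0.37 for TRMT10B without acLDL+C1q replicate 1. Of 144 DNA repair genes, 19 were called lower and 3 higher with acLDL (median -0.10, adjusted p = 0.00293), and 9 lower and 2 higher with oxLDL (adjusted p = 0.0543). Without acLDL+C1q replicate 1 the acLDL result was 0.0566. BARD1 fell by 0.71 (standard error 0.16) with acLDL and by 0.35 (standard error 0.12) with oxLDL. BLM fell by 0.53 (standard error 0.15) with acLDL, and RNF168 rose by 0.29 (standard error 0.09) with oxLDL.

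**Figure D3:**
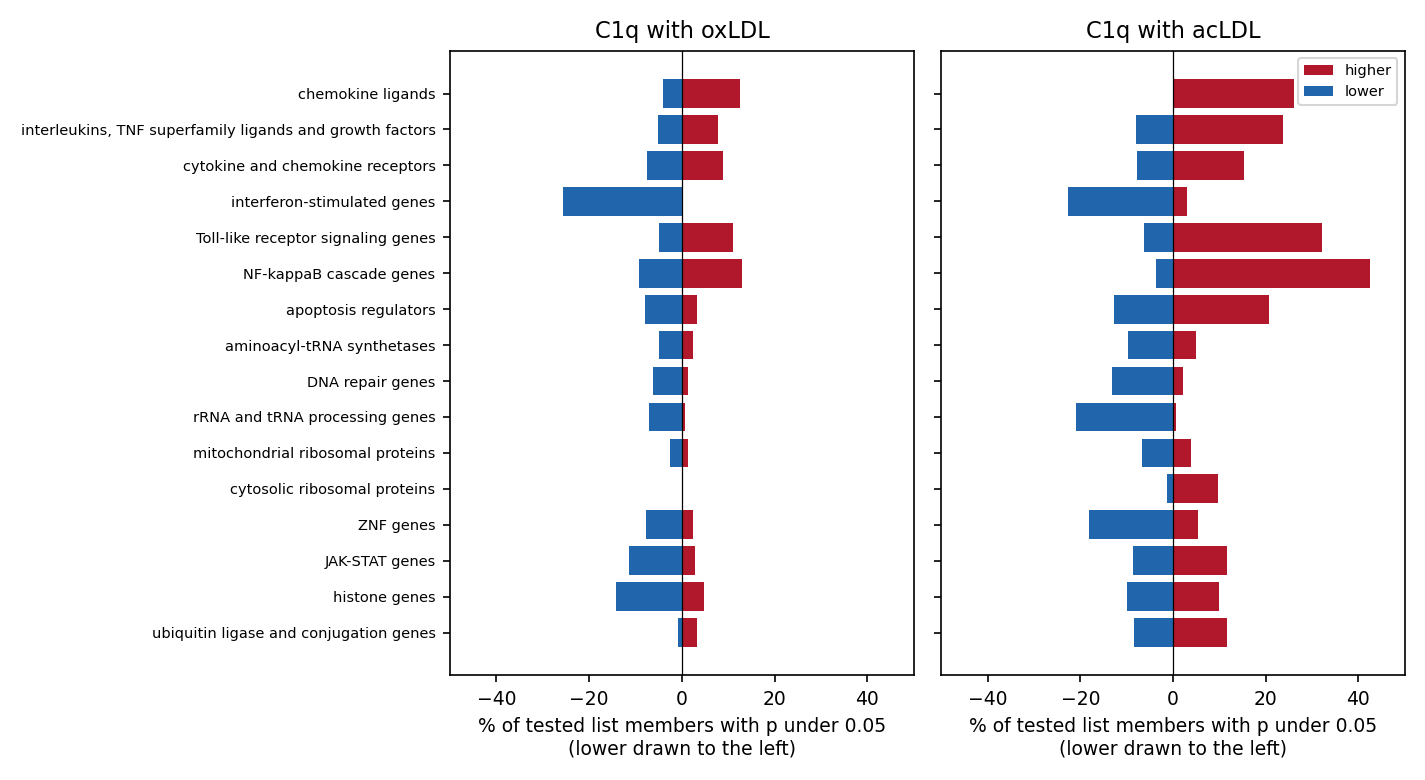
Share of the tested members of 16 gene lists with an unadjusted edgeR p under 0.05, higher with C1q drawn to the right and lower to the left, for oxLDL and acLDL. The interferon-stimulated genes have 17 of 66 called lower with oxLDL, and the NF-kappaB cascade genes 23 of 54 called higher with acLDL.

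The paper proposes that the pathways found by gene ontology analysis may serve as targets for restoring the removal of foam cells.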

Gene ontology analysis of all modulated genes based on molecular function (Table 4) and cellular component (Table 5) are also provided. 

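The ZNF genes, which encode zinc finger proteins, stand here for the terms on zinc ion and DNA binding. Of 443 tested with oxLDL, 34 were called lower and 11 higher (median -0.10, camera adjusted p = 0.000142). Without oxLDL+C1q replicate 1 the adjusted p was 0.103. Of 440 tested with acLDL, 80 were called lower and 24 higher (median -0.14, adjusted p = 2.61e-05). ZNF518A fell by 0.44 (standard error 0.10) and ZNF839 by 0.46 (standard error 0.13) with oxLDL. ZNF772 fell by 0.91 (standard error 0.19) with acLDL, while ZNF219, whose interval overlaps TMEM253, rose by 0.35 (standard error 0.08). For the ribonucleoprotein terms, 66 of 83 cytosolic ribosomal protein genes were higher with acLDL (median 0.05, adjusted p = 0.00303), with 8 called higher and 1 lower. Without acLDL+C1q replicate 1 the adjusted p was 0.0564. With oxLDL, 0 of 84 were called (adjusted p = 0.0747). RPS15 rose by 0.24 (standard error 0.06) and RPLP1 by 0.19 (standard error 0.05) with acLDL. With oxLDL the smallest p values were those of RPL26 and RPL41, at 0.0559 and 0.056. Ribosomal protein genes have processed copies elsewhere in the genome that can share their reads, so these values are uncertain. Of 76 mitochondrial ribosomal protein genes, 1 was called higher and 2 lower with oxLDL (adjusted p = 0.0747), and 3 higher and 5 lower with acLDL (adjusted p = 0.547). Adjusted over the list alone, 2 of them, MRPL34 and MRPS6, passed with acLDL, against 0 over all genes. MRPL34 rose by 0.32 (standard error 0.06) with acLDL, and MRPL16 changed by -0.22 (standard error 0.09) with oxLDL. MRPS6 rose by 0.79 (standard error 0.22) with oxLDL and by 0.94 (standard error 0.19) with acLDL, and by 0.41 and 0.59 without replicate 1 of the C1q group. Its reads cannot be assigned with certainty, because the GENCODE annotation of MRPS6 overlaps SLC5A3.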

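Of 81 Toll-like receptor signaling genes, 9 were called higher and 4 lower with C1q and oxLDL (camera adjusted p = 0.122), and 26 higher and 5 lower with acLDL (median 0.05, adjusted p = 0.00316). Adjusted over the list alone, 8 passed with acLDL and 0 with oxLDL, and over all genes 0 passed in both. Chemokine ligands were called higher in 3 and lower in 1 of 24 with oxLDL (adjusted p = 0.518), and higher in 6 and lower in 0 of 23 with acLDL (adjusted p = 0.290). Adjusted over the list alone, 5 passed with acLDL and 0 with oxLDL. Their smallest p values were those of CXCL8 and, with oxLDL, CCL3, which rose by 0.23 (standard error 0.08) but lies within the interval of its near-identical copy CCL3L1. Of 39 interleukins, TNF superfamily ligands and growth factors, 3 were called higher and 2 lower with oxLDL (adjusted p = 0.687). Of 38 tested with acLDL, 9 were called higher and 3 lower (adjusted p = 0.0751), and 4 passed when adjusted over the list alone. TNFSF14 rose by 0.86 (standard error 0.22) with oxLDL, or 0.51 without oxLDL+C1q replicate 1, and by 0.95 (standard error 0.16) with acLDL. IL1RN rose by 0.21 (standard error 0.07) and by 0.28 (standard error 0.06). Cytokine and chemokine receptors were called higher in 6 and lower in 5 of 67 with oxLDL (adjusted p = 0.526), and higher in 10 and lower in 5 of 65 with acLDL (adjusted p = 0.179), where 2 passed when adjusted over the list alone. CXCR4 rose by 0.44 (standard error 0.12), or 0.29 without oxLDL+C1q replicate 1, and IL27RA by 0.27 (standard error 0.08) with oxLDL. IL27RA rose by 0.36 (standard error 0.07) and TNFRSF12A by 0.65 (standard error 0.15) with acLDL.
JAK-STAT genes were called higher in 2 and lower in 8 of 70 with oxLDL (adjusted p = 0.879), and higher in 8 and lower in 6 of 69 with acLDL (adjusted p = 0.366). IL21R, which overlaps an antisense gene, fell by 0.42 (standard error 0.14) and STAM2 by 0.19 (standard error 0.06) with oxLDL. SPRY1 fell by 0.49 (standard error 0.15) and OSM rose by 0.60 (standard error 0.18) with acLDL. Of 41 aminoacyl-tRNA synthetase genes, 4 were called lower and 2 higher with acLDL (median -0.07, adjusted p = 0.0416), and 2 lower and 1 higher with oxLDL (adjusted p = 0.215). The acLDL result was 0.0583 without acLDL replicate 1, 0.0982 without acLDL replicate 3 and 0.355 without acLDL+C1q replicate 1. With the replicate number as a block it was 0.0549, with all 15 libraries in one fit 0.0550, and without a filter 0.0573. TARS2 fell by 0.39 (standard error 0.10) and SEPSECS by 0.37 (standard error 0.11) with acLDL. SEPSECS changed by -0.23 without acLDL+C1q replicate 1. GARS changed by 0.18 (standard error 0.07) and VARS2 by -0.25 (standard error 0.11) with oxLDL. Ubiquitin ligase and conjugation genes were called higher in 14 and lower in 10 of 120 with acLDL (adjusted p = 0.365), and higher in 4 and lower in 1 of 120 with oxLDL (adjusted p = 0.0807). UBE2M rose by 0.26 (standard error 0.06) and TCEB1 by 0.21 (standard error 0.06) with acLDL, and CBL by 0.33 (standard error 0.12) and UBA2 by 0.24 (standard error 0.09) with oxLDL. Without oxLDL+C1q replicate 1 the rises of CBL and UBA2 were 0.16 and 0.13. The list for the lupus pathway, which contains histones, held histone genes only, so the pathway as a whole was not tested. With oxLDL, 1 histone gene of 21 was called higher and 3 lower (adjusted p = 0.879). With acLDL, 2 of 20 were called higher and 2 lower (adjusted p = 0.714). H1F0 fell by 0.28 (standard error 0.08) with oxLDL and by 0.29 (standard error 0.07) with acLDL. H1FX fell by 0.35 (standard error 0.13) with oxLDL, and changed by -0.18 without oxLDL replicate 1. H2AFZ rose by 0.22 (standard error 0.06) with acLDL, where 2 of the list passed when adjusted over the list alone. Histone genes have near-identical copies, so these values are uncertain. Many histone transcripts, though not all, also lack a poly(A) tail, and the paper's text does not state whether mRNA was selected by it.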

Table 6 includes KEGG pathway analysis of all C1q modulated genes based on canonical pathways.

## 2 Experimental design, materials and methods

### 2.1 Experimental design

To examine and identify biological processes modulated by C1q during ingestion of modified lipoproteins in an unbiased manner, mRNA was collected from human monocyte-derived macrophages treated with physiologically relevant concentrations of oxidized and acetylated forms of LDL alone, or opsonized with C1q. RNA-seq was performed to identify genes that were up- or down-regulated by C1q in macrophages during ingestion of these atherogenic modified lipoproteins.

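SLC5A3, a sodium/myo-inositol cotransporter gene, lies on chromosome 21 of hg38 from 34094863 to 34106262. Its level was 798 ± 133 CPM (SD, n = 3) with acLDL+C1q and 379 ± 22.2 CPM (SD, n = 3) with acLDL. The log2 fold change was 1.08 (standard error 0.10, adjusted p = 0.00282 from edgeR's quasi-likelihood test), and all acLDL+C1q libraries lay above all acLDL libraries. With each library left out in turn, the log2 fold change stayed between 0.93 and 1.15, but the adjusted p was 0.114, 0.065 and 0.129 without acLDL replicates 1, 2 and 3. With oxLDL+C1q the level was 774 ± 130 CPM (SD, n = 3), and with oxLDL 399 ± 26 CPM (SD, n = 3). That log2 fold change was 0.95 (standard error 0.11, adjusted p = 0.0721), a comparison chosen after its values were seen.
A panel of genes for inflammation, interferon response, C1q and lipoprotein uptake was fixed in advance, of which 16 were among the genes tested. At an unadjusted p under 0.05, 3 of them passed with oxLDL and 9 with acLDL, and 0 passed the adjusted threshold in either. CXCL8, on chromosome 4 from 73740506 to 73743716, was at 81.8 ± 82.9 CPM (SD, n = 3) with acLDL+C1q and 20.3 ± 2.04 CPM (SD, n = 3) with acLDL, a log2 fold change of 2.07 (standard error 0.53, adjusted p = 0.206 from edgeR's quasi-likelihood test). With oxLDL it was 1.47 (standard error 0.48, adjusted p = 0.572). Replicate 1 set the size of these changes. It held 177 CPM with acLDL+C1q and 133 CPM with oxLDL+C1q, against 30.3 to 37.7 CPM in the other C1q libraries. Without replicate 1 of the C1q group the log2 fold changes were 0.78, with an adjusted p of 2.2e-06, and 0.46. TNF rose by 0.94 (standard error 0.27) with acLDL and by 0.29 (standard error 0.18) with oxLDL, and by 0.39 and 0.03 without replicate 1 of the C1q group. NFKBIA rose by 0.71 (standard error 0.22) and 0.54 (standard error 0.21), IL1B by 0.55 (standard error 0.15) and 0.17 (standard error 0.15), CCL2 by 0.36 (standard error 0.09) and 0.23 (standard error 0.16), and NFKB1 by 0.33 (standard error 0.14) and 0.26 (standard error 0.13). Without replicate 1 of the C1q group these were 0.27 and 0.18 for NFKBIA, 0.22 and 0.03 for CCL2, 0.09 and 0.07 for NFKB1, and 0.08 for IL1B with oxLDL. IL10 changed by -0.73 (standard error 0.23) and -0.31 (standard error 0.18), and by -0.38 and -0.11 without the same libraries. MX1 changed by -0.24 (standard error 0.05) and -0.38 (standard error 0.21), and CXCL10, whose interval overlaps ART3, by -0.17 (standard error 0.12) and -0.89 (standard error 0.45). Without oxLDL replicate 3, MX1 changed by -0.16 and CXCL10 by -0.13 with oxLDL, and without acLDL+C1q replicate 3 CXCL10 changed by -0.06 with acLDL. For C1QA, C1QB, C1QC, CD36, MSR1 and ABCA1 the unadjusted p was over 0.05 in both comparisons.

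**Figure D4:**
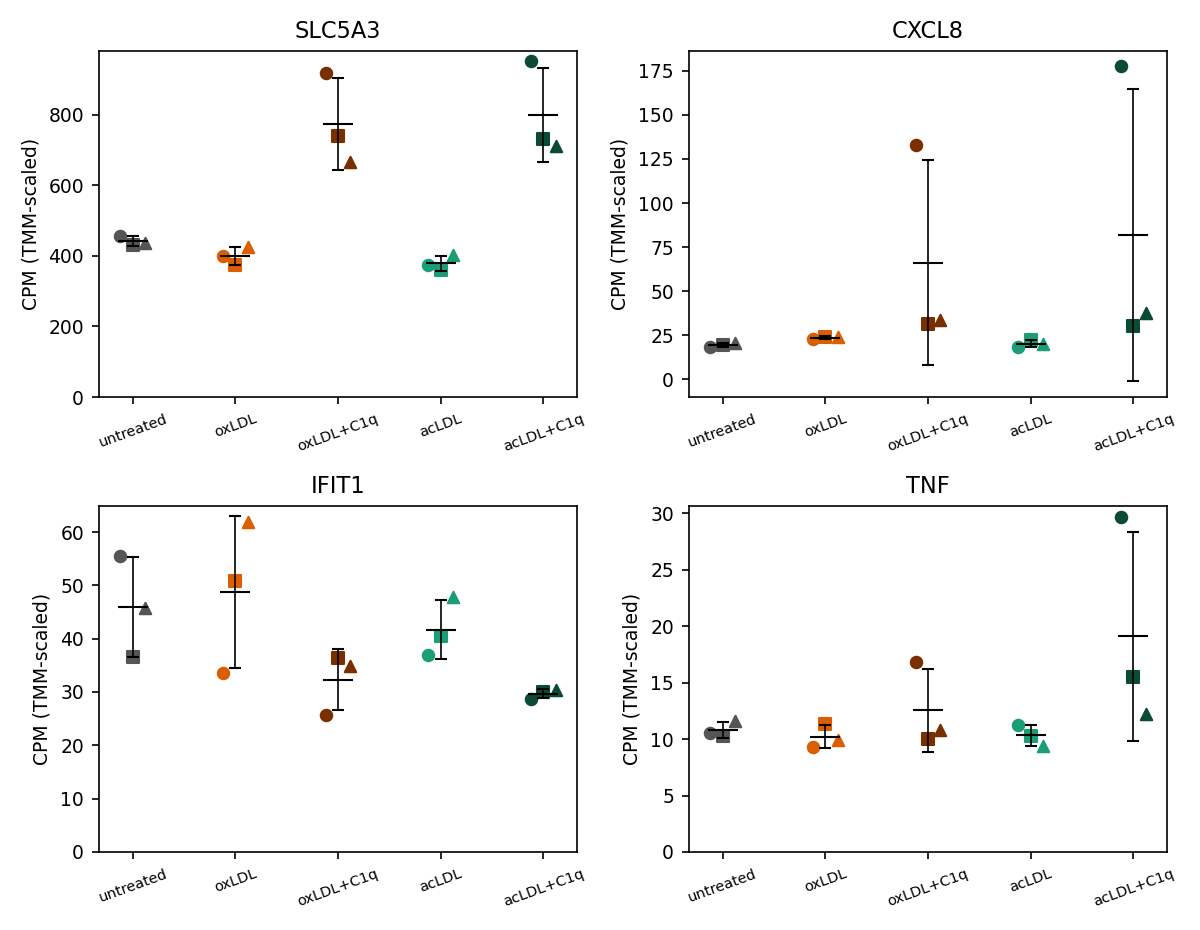
Level in CPM of SLC5A3, CXCL8, IFIT1 and TNF in each of the 15 libraries, by condition. Symbols give the replicate number, and bars the mean and SD of 3 libraries. For CXCL8 the 2 highest points, 177 and 133 CPM, are both C1q replicate 1.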

### 2.2 Cell isolation and lipoprotein treatment

Human monocyte-derived macrophages (HMDM) were prepared from human blood of 10 donors, according to the guidelines and approval of California University Long Beach (CSULB) Institutional Review Board and as described [2], [3]. RNA was isolated from untreated HMDM or HMDM treated with 10 µg protein/ml oxLDL or acLDL alone, or opsonized with 75 µg/ml C1q. Cells were incubated at 37 °C for 3 h in 5% CO_2_ as described [1].

### 2.3 RNA isolation and RNA-seq

RNA was isolated and RNA-seq was performed as described [1].

### 2.4 Data analysis

Statistically significant differences in gene expression (*p*<0.05) were determined using UCI׳s CyberT in-house software [4]. 

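Cyber-T is a test that steadies each gene's variance with that of genes of similar level. It was rebuilt and applied to log2(RPKM + 1) of the same genes, 3 against 3 libraries. This gave 438 genes higher and 1037 lower with C1q and oxLDL at an unadjusted p under 0.05, so 29.7% of the calls were higher. With acLDL it gave 748 higher and 1376 lower, 35.2% higher. After Benjamini-Hochberg adjustment, 1 gene passed with oxLDL, and 44 higher and 38 lower genes passed with acLDL. On untransformed RPKM there were 439 higher and 1075 lower genes with oxLDL, and 726 higher and 1405 lower with acLDL. On simulated counts of 12716 genes, 200 of them changed, Cyber-T called 204 genes at an adjusted p under 0.05. Of these, 169 were changed genes and 35 were not. edgeR called 176, of which 166 were changed genes and 10 were not.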

The overlap of genes determined to be up- or down-regulated by C1q during acLDL or oxLDL treatment was shown with Venn diagrams (Fig. 1). Gene lists of all significantly modulated genes by C1q during ingestion of oxLDL or acLDL (*p*<0.05) were used as input for gene ontology (GO) analysis (Table 2, Table 4, Table 5) or KEGG pathway analysis (Table 6) using DAVID (https://david.ncifcrf.gov/) [5]. In addition, resulting upregulated (Table 2) and downregulated (Table 3) gene lists were also used as input separately in DAVID. An adjusted EASE (Expression Analysis Systemic Explore Score) score of 0.05 and a threshold count of >2 genes were used. Benjamini–Hochberg multiple testing correction was applied to the *p-*values. GO terms with FDR *q*<0.05 were considered significantly enriched within the gene set. 

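The EASE score is a Fisher exact test made stricter by removing 1 gene from the overlap. It was computed for the lists on genes with an unadjusted p under 0.05, against all genes tested, and adjusted over the 19 lists. Among all genes called with oxLDL, 2 lists had an adjusted score under 0.05. The interferon-stimulated genes had 17 members called, against 5.62 expected (adjusted EASE score 0.00187), and the NF-kappaB cascade genes 12, against 4.6 expected (adjusted score 0.0485). With acLDL, 4 lists passed. The Toll-like receptor signaling genes had 31 called, against 14.1 expected (adjusted score 0.000185), and the NF-kappaB cascade genes 25, against 9.41 expected (adjusted score 6.54e-05). Apoptosis regulators had 21, against 11 expected (adjusted score 0.0188), and ZNF genes 104, against 76.6 expected (adjusted score 0.00439). With higher and lower genes as separate input, the genes higher with C1q and acLDL gave the NF-kappaB cascade genes (adjusted score 1.07e-08) and the Toll-like receptor signaling genes (2.99e-07), and those higher with C1q and oxLDL gave 0 lists. Among genes lower with C1q and acLDL, the ZNF genes (adjusted score 3.67e-10), the rRNA and tRNA processing genes (6.69e-06) and the interferon-stimulated genes (0.0051) passed. Among genes lower with C1q and oxLDL, the interferon-stimulated genes (3.07e-07) and the ZNF genes (0.0189) passed. The score counts each gene as independent.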

The overlap between oxLDL and acLDL gene sets for each GO term was also determined.

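Of the 19 lists, 17 had members called with both lipoproteins, and all of these members changed in the same direction. Of the interferon-stimulated genes, 9 were lower in both. Of the NF-kappaB cascade genes, 7 were higher and 2 lower in both, and the Toll-like receptor signaling genes gave the same numbers. The ZNF genes had 13 lower and 4 higher in both, out of 45 called with oxLDL and 104 with acLDL. For rRNA and tRNA processing 5 genes were lower in both, for apoptosis regulators 4, and for DNA repair 2 were lower and 1 higher. Cytokine and chemokine receptors had 5 higher and 1 lower in both. For cytosolic ribosomal proteins and LXR targets 0 genes were called in both.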

## Figures and Tables

**Fig. 1:**
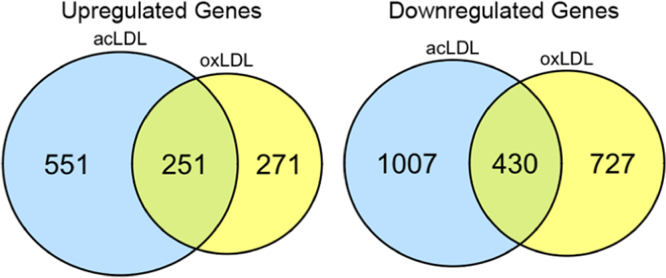
Overlap of genes modulated by C1q. HMDM pooled from 10 healthy donors were incubated with 10 µg protein/ml oxLDL or acLDL in the absence or presence of 75 µg/ml C1q for 3 h at 37 °C in triplicate. Differentially expressed genes from RNA-sequencing were determined using Cyber-T software (*n*=3, *p*<0.05, *t*-test). Libraries were compared to each other to show the intersection of all significant genes upregulated, or downregulated by C1q between acLDL or oxLDL treatment.

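A gene called with only 1 lipoprotein is not thereby shown to respond to C1q differently with the other. Of 564 genes called with oxLDL only, 493 (87.4%) changed in the same direction with acLDL. Their median absolute log2 fold change was 0.30 with oxLDL, and in the same direction 0.13 with acLDL. Of 1671 genes called with acLDL only, 1480 (88.6%) changed in the same direction with oxLDL, with medians of 0.27 and 0.13. Both shares include replicate 1 of the C1q groups, which deviate alike. Without both of these libraries the log2 fold changes correlated with r = 0.261, against 0.554 with them. Part of the agreement in direction may therefore come from these libraries. The difference between the C1q effects was tested as an interaction over the 12 libraries with lipoprotein. At an unadjusted p under 0.05, 276 of 12950 genes differed, where 648 are expected by chance, and 0 passed after adjustment. Of the genes called with only 1 lipoprotein, 38 of 564 and 123 of 1671 had an unadjusted interaction p under 0.05. The smallest interaction p values were those of IRF7, with a difference of -0.64 in log2 fold change (standard error 0.15), and ZNF443, with 1.12 (standard error 0.28). The adjusted edgeR p of both was 1.00. On simulated counts with 200 genes changed in their interaction, the same test recovered 127 of them, including 97 of the 100 changed by 2-fold. Of the unchanged simulated genes 5.09% had an unadjusted p under 0.05, while the real libraries gave fewer than expected by chance. The simulation therefore may not show the power of the test on the real libraries.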

**Table 1:** Gene ontology analysis of all C1q modulated genes based on biological processes.

**Biological Processes GO Term: All Genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
Immune response	105⁎	98	39
Defense response	87⁎	88	38
Inflammatory response	56⁎	55	23
Response to wounding	66⁎	73	28
Positive regulation of immune system process	37⁎	37	15
Positive regulation of cell activation	22⁎	26	10
Regulation of transcription	–	324⁎	–
Anti-apoptosis	–	44⁎	–
RNA processing	53	88⁎	26
Programmed cell death	–	95⁎	–
Cell death	62	108⁎	37
Death	62	108⁎	37
Apoptosis	–	93⁎	–
Transcription	–	261⁎	–
tRNA metabolic process	17	28⁎	7
ncRNA metabolic process	28	44⁎	12
I-kappaB kinase/NF-kappaB cascade	10	19⁎	7
Positive regulation of protein kinase cascade	27	35⁎	12
Regulation of I-kappaB kinase/NF-kappaB cascade	19	26⁎	9
Regulation of programmed cell death	71	115⁎	32

⁎ FDR *q*<0.05.

**Table 2:** Gene ontology analysis of all C1q upregulated genes based on biological processes.

**Biological processes GO term upregulated genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
Anti-apoptosis	–	27⁎	–
Positive regulation of cellular biosynthetic process	31	54⁎	21
Regulation of transcription from RNA polymerase II promoter	27	56⁎	18
Positive regulation of biosynthetic process	31	54⁎	21
Intracellular signaling cascade	52⁎	81⁎	31
Positive regulation of nitrogen compound metabolic process	28	50⁎	19
Positive regulation of macromolecule biosynthetic process	28	50⁎	20
Apoptosis	–	47⁎	–
Programmed cell death	–	47⁎	–
Cell death	–	52⁎	–
Protein kinase cascade	18	33⁎	13
Regulation of transcription	–	138⁎	–
Positive regulation of transcription, DNA-dependent	22	39⁎	15
Death	–	52⁎	–
Positive regulation of RNA metabolic process	22	39⁎	15
Regulation of programmed cell death	–	56⁎	–
Positive regulation of NF-kappaB transcription factor activity	–	10⁎	–
Regulation of cell death	–	56⁎	–
I-kappaB kinase/NF-kappaB cascade	–	12⁎	–
Regulation of apoptosis	–	55⁎	–

⁎ FDR *q*<0.05.

**Table 3:** Gene ontology analysis of all C1q downregulated genes based on biological processes.

**Biological Processes GO Term Downregulated Genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
Immune response	79⁎	–	–
Defense response	59⁎	–	–
Inflammatory response	37⁎	–	–
Response to virus	17⁎	15	–
ncRNA metabolic process	24	40⁎	12
tRNA metabolic process	14	26⁎	7
RNA processing	39	67⁎	19
DNA repair	–	42⁎	–
ncRNA processing	19	30⁎	10
Response to DNA damage stimulus	–	47⁎	–
DNA metabolic process	–	57⁎	–
Translation	26	41⁎	12

⁎ FDR *q*<0.05.

**Table 4:** Gene ontology analysis of all C1q modulated genes based on molecular function.

**Molecular function GO term all genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
RNA binding	72	110⁎	41
Zinc ion binding	–	285⁎	
Transition metal ion binding	–	329⁎	
DNA binding	–	281⁎	

⁎ FDR *q*<0.05.

**Table 5:** Gene ontology analysis of all C1q modulated genes based on cellular component.

**Cellular component GO term: All genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
Intracellular organelle lumen	145	255⁎	75
Membrane-enclosed lumen	149	262⁎	77
Organelle lumen	146	256⁎	75
Nuclear lumen	123	214⁎	68
Nucleolus	69	116⁎	36
Intracellular non-membrane-bounded organelle	–	304⁎	
Non-membrane-bounded organelle	–	304⁎	
Ribonucleoprotein complex	–	84⁎	
Nucleoplasm	–	123⁎	
Cytosol	111	166⁎	49
Miitochondrion	82	133⁎	38

⁎ FDR *q*<0.05.

**Table 6:** KEGG analysis of all C1q modulated genes based on canonical pathways.

**KEGG Canonical Pathways: All Genes**	**Number of genes in the gene set**		
	***p*****<0.05**		**Overlap oxLDL/acLDL**
	**oxLDL**	**acLDL**	
Toll-like receptor signaling pathway	16	23	7
Apoptosis	14	20	8
RIG-I-like receptor signaling pathway	–	17	–
Ubiquitin mediated proteolysis	–	26	–
Pyrimidine metabolism	–	19	–
NOD-like receptor signaling pathway	11	14	6
Acute myeloid leukemia	–	13	–
Neurotrophin signaling pathway	–	21	–
B cell receptor signaling pathway	–	14	–
Arginine and proline metabolism	–	11	–
Small cell lung cancer	–	15	–
Aminoacyl-tRNA biosynthesis	–	9	–
Cytokine-cytokine receptor interaction	38	–	–
Systemic lupus erythematosus	17	–	–
Jak-STAT signaling pathway	21	–	–
RIG-I-like receptor signaling pathway	12	–	–
Chemokine signaling pathway	23	–	–

# Supplementary material for: Transcriptome data and gene ontology analysis in human macrophages ingesting modified lipoproteins in the presence or absence of complement protein C1q
**Source:** Data Brief. 2016 Sep 14;9:362–7. doi: 10.1016/j.dib.2016.09.008
**Supplement:** Supplementary file 1 — Supplementary material

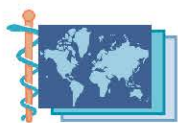

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Section 1. Identifying Information

1. Given Name (First Name)

Deborah

2. Surname (Last Name)

Fraser

3. Date

21-April-2016

4. Are you the corresponding author?

☒ Yes ☐ No

5. Manuscript Title

Macrophage molecular signaling and inflammatory responses during ingestion of atherogenic lipoproteins are modulated by complement protein C1q

6. Manuscript Identifying Number (if you know it)

### Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

ADD

### Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

ADD

### Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

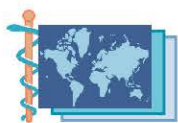

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Section 5.

#### Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

### Section 6.

#### Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

#### Generate Disclosure Statement

Dr. Fraser has nothing to disclose.

### Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

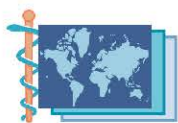

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Section 1. Identifying Information

1. Given Name (First Name)

Minh-Minh

2. Surname (Last Name)

Ho

3. Date

21-April-2016

4. Are you the corresponding author?

☐ Yes

☒ No

Corresponding Author's Name

Deborah A. Fraser

5. Manuscript Title

Macrophage molecular signaling and inflammatory responses during ingestion of atherogenic lipoproteins are modulated by complement protein C1q

6. Manuscript Identifying Number (if you know it)

### Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

ADD

### Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

ADD

### Section 4. Intellectual Property -- Patents & Copyrights

Do you have any patents, whether planned, pending or issued, broadly relevant to the work? ☐ Yes ☒ No

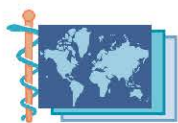

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Section 5.

#### Relationships not covered above

Are there other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work?

- ☐ Yes, the following relationships/conditions/circumstances are present (explain below):
- ☒ No other relationships/conditions/circumstances that present a potential conflict of interest

At the time of manuscript acceptance, journals will ask authors to confirm and, if necessary, update their disclosure statements. On occasion, journals may ask authors to disclose further information about reported relationships.

### Section 6.

#### Disclosure Statement

Based on the above disclosures, this form will automatically generate a disclosure statement, which will appear in the box below.

#### Generate Disclosure Statement

Ms. Ho has nothing to disclose.

### Evaluation and Feedback

Please visit <http://www.icmje.org/cgi-bin/feedback> to provide feedback on your experience with completing this form.

How the deposited data were processed for this re-analysis (not part of the article)

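The measurements are RNA-seq libraries of untreated HMDM and HMDM given oxLDL, oxLDL+C1q, acLDL or acLDL+C1q, with 3 libraries per condition. Groups were assigned from the sample names, which match the conditions in the paper. The authors deposited raw counts for each gene and library without normalization, and RPKM, which they had scaled by gene length and library total. Reads had been aligned to hg38 and counted with CASAVA. The paper's text does not name the aligner, the gene annotation or the use of strand. The raw counts are aligned bases per gene, as the pile-up of low values at 100, 200 and 300 shows, and the deposited RPKM is proportional to them, with a spread of at most 0.00324% in the ratio within a gene length. The estimated counts used here are the deposited base counts divided by 100 and rounded. A read that only partly overlaps a gene adds a fraction, so they approximate read counts. Of the listed symbols, 60 appear more than once on the same chromosome copy and hold 319 reads in all, and these copies were left out.

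Libraries held 8207204 to 27467729 estimated reads. TMM factors lay between 0.965 and 1.022. Genes passed edgeR's filterByExpr with its minimum count of 10 and minimum total of 15. Counts were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) under R 4.3.3, with only the 6 libraries of a comparison in the fit, or 12 for the interaction. All tests are two-sided. P values of genes are edgeR's and are adjusted by the Benjamini-Hochberg method over the genes of a comparison. Log2 CPM used a prior count of 2. CPM in the text are TMM-scaled. The gene lists were tested with camera of limma 3.58.1 on log2 CPM, where each list had at least 5 tested genes, with fry, camera with an estimated correlation and the EASE score as alternatives. DESeq2 1.42.0 gave an alternative test. Positions are those of the deposited tables on hg38, and strand, gene type and overlaps were taken from GENCODE v44. Cyber-T was rebuilt in R with a window of about 100 genes and a prior weight of 10. Figures were drawn with matplotlib 3.10.9.

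The gene lists, the comparisons, the tests and the alternatives other than those named below were fixed before the data were examined. The lists cover chemokine ligands, interleukins with TNF superfamily ligands and growth factors, cytokine and chemokine receptors, interferon-stimulated genes, Toll-like receptor signaling, NF-kappaB cascade, apoptosis, aminoacyl-tRNA synthetases, DNA repair, rRNA and tRNA processing, mitochondrial and cytosolic ribosomal proteins, ZNF genes, JAK-STAT, histones, ubiquitin ligases, sterol synthesis, LXR targets and NRF2 targets. They stand in for the sets of DAVID and overlap one another. The genes named are first the 4 largest rises and falls past the adjusted threshold in a C1q comparison. These needed a mean of at least 2 CPM and no overlap between groups. Also named are the 2 members of each list with the smallest p and the 16 tested genes of the panel. The rest are the 2 genes with the smallest adjusted p of the interaction, and the 2 largest rises and falls for each lipoprotein alone. Not every gene this rule selects is reported. SLC5A3 and its osmotic response were also followed with oxLDL after its values were seen.

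The alternatives were DESeq2's size factors and upper-quartile normalization in edgeR, the DESeq2 Wald test, no filter, at least 10 counts in every library, all 15 libraries in one fit, the replicate number as a block, Cyber-T on log2(RPKM + 1) and on untransformed RPKM, limma on log2(RPKM + 0.1) and log2(RPKM + 1), an absolute log2 fold change of at least 1, and each replicate left out in turn. Added after the data had been seen were the base counts as deposited, Cyber-T on every gene listed above 0, the removal of both C1q replicate 1 libraries and Cyber-T on TMM-scaled RPKM. The analysis was tested on simulated counts drawn from the means and sizes of the real libraries with 200 changed genes. With 12716 genes tested, edgeR recovered 166 of them, including 100 of the 100 changed by 2-fold, with 10 false calls. On unchanged groups of 12590 genes it made 0 calls. In 19 simulated lists of 60 genes with 1 shifted by 0.2 (log2), camera and fry each called the shifted list, with adjusted p of 3.57e-19 and 0.00038, and 0 others. The simulated genes were drawn independently and put into lists at random. This therefore cannot show how camera behaves where the genes of a list vary together, as in the real libraries.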

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

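The comparisons of each lipoprotein alone with untreated HMDM, which the paper does not report, hold a signal in the sterol synthesis genes. The tests of library size, GC content and normalization below were set before their results were seen, and that of sterol uptake after.

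The median log2 fold change of the 24 sterol synthesis genes tested was -0.43 with oxLDL and -0.46 with acLDL, against untreated HMDM. Of them, 23 were called lower with oxLDL (camera adjusted p = 8.18e-40) and 20 with acLDL (adjusted p = 1.68e-36), and 22 and 19 passed when adjusted over the list alone, against 13 and 16 over all genes. The list also passed under fry and under an estimated correlation, where the adjusted p was 0.0127 with oxLDL and 0.0293 with acLDL. Over all alternatives its adjusted p lay between 8.64e-60 and 0.0127 with oxLDL and between 2.15e-58 and 0.0293 with acLDL. INSIG1 fell by 1.12 (log2, standard error 0.05, edgeR adjusted p = 5.84e-06) with oxLDL and fell by 1.24 (standard error 0.05, adjusted p = 1.24e-12) with acLDL. In both, all 3 lipoprotein libraries lay below all 3 untreated libraries.

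With every library thinned to the smallest, the list still passed, with adjusted p of 1.06e-34 and 1.95e-32, which argues against library size. After removal of each library's trend on GC content and gene length it passed with 3.72e-47 and 1.71e-39. Under the other normalizations the median nearest 0 was -0.42 with oxLDL and -0.46 with acLDL. In the C1q libraries, which also received lipoprotein, the list stayed below its level in untreated HMDM, with a mean of at most -0.43 (log2) relative to it. Replicates 1 and 2 of both C1q groups lay above the libraries of their lipoprotein alone (-0.48 and -0.55 with oxLDL+C1q, -0.43 and -0.49 with acLDL+C1q). A candidate explanation is therefore that sterol taken up with the lipoprotein lowers these genes, as a hypothesis found and tested on the same libraries. No measure of cell cholesterol was available, and an effect of the buffer of the lipoprotein was not tested.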

How the results depend on the processing

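Of the alternatives, the base counts as deposited, Cyber-T on every gene listed above 0, the removal of both C1q replicate 1 libraries and Cyber-T on TMM-scaled RPKM were chosen after the results had been seen. The 17 counts of genes or lists were recomputed in 362 cases. They stayed within 1.5 times the reported count in 224 and moved further in 138. The gene lists past the threshold fell short of it in 61 of 296 cases. They kept their direction in every case that has one, which the EASE score does not give. Within a single C1q comparison, removal of both C1q replicate 1 libraries is the same fit as leaving out that group's replicate 1. That fit is counted under both names. For 103 named genes and 2142 cases, 1967 kept direction and side of the threshold, 23 no longer passed it, 147 passed it where they had not, and 5 changed direction. Except where a smaller number of libraries or an added criterion is named, the cause was not tested.

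The adjusted counts were the least stable. With C1q and oxLDL, where the count was 0 (1084 genes at an unadjusted p under 0.05), it was 1 under upper-quartile normalization, the DESeq2 Wald test, no filter, all 15 libraries in one fit and both forms of Cyber-T, 29 with Cyber-T on every gene and 27 on TMM-scaled RPKM. With C1q and acLDL, where it was 1, it was 65 with DESeq2, 566 without a filter, 2 with all 15 libraries, 82 and 75 with Cyber-T on log2 and untransformed RPKM, and 57 with Cyber-T on every gene or on TMM-scaled RPKM. The count shared by both, 0 with 513 at an unadjusted p under 0.05, was 1 under upper-quartile normalization, DESeq2, no filter, all 15 libraries and both forms of Cyber-T, and 4 with Cyber-T on every gene or on TMM-scaled RPKM. For oxLDL alone (37) it was 24 and 23 with limma at pseudocounts of 0.1 and 1, and 63 with Cyber-T on every gene. For acLDL alone (37) it was 109 without a filter, 16 with all 15 libraries, 21 with limma at a pseudocount of 1, and 58 with Cyber-T on every gene.

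At an unadjusted p under 0.05, genes higher with C1q and oxLDL (527) numbered 842 with all 15 libraries and 317 and 314 with limma. Genes lower (557) numbered 337 with DESeq2, 882 without a filter, 1037 and 1075 with Cyber-T, 1124 on every gene and 896 on TMM-scaled RPKM. With acLDL, genes higher (1156) numbered 748 and 726 with Cyber-T and 621 and 628 with limma, and genes lower (1036) 559 with DESeq2. Genes higher in both (298) numbered 469 without a filter and 125 and 122 with limma. Genes lower in both (215) numbered 130 with DESeq2, 410 without a filter, 451 and 458 with Cyber-T and 424 on every gene. The interaction count (276) was 131 with DESeq2. An added absolute log2 fold change of at least 1 left 8 and 14 genes with oxLDL, 18 and 21 with acLDL, and 4 and 0 in both.

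The balance of higher and lower genes differed between settings. Only upper-quartile normalization and DESeq2's size factors in edgeR changed the scaling alone, and the latter gave 53.4% higher (578 and 505) with oxLDL. The others also changed the test or the transformation, and the cause was not tested. With oxLDL, 48.6% of calls were higher, against 38.3% (414 higher, 668 lower) under upper-quartile normalization, 58.7% (478 and 337) with the DESeq2 Wald test, 29.7% with Cyber-T and 32.3% with limma on RPKM. With acLDL, 52.7% were higher, against 42.5% (904 and 1222) under upper-quartile normalization, 35.2% with Cyber-T and 34.8% with limma on RPKM. For oxLDL alone it was 44.1% against 59.7% (563 and 380) under upper-quartile normalization.

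Lists past the threshold with oxLDL (3) numbered 5 with all 15 libraries, 0 under fry and 0 with an estimated correlation. With acLDL (8) they numbered 0 under fry, 0 with an estimated correlation and 4 by the EASE score. For oxLDL alone (3) 1 remained under fry and 1 with an estimated correlation, and for acLDL alone (5) 1 with an estimated correlation and 3 by the EASE score.

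Leaving out 1 library gave 183 (oxLDL replicate 2) to 910 (oxLDL+C1q replicate 3) genes higher and 213 (oxLDL replicate 2) to 818 (oxLDL replicate 1) lower with C1q and oxLDL, and 0 to 10 (oxLDL replicate 1) after adjustment. With acLDL it gave 607 (acLDL replicate 3) to 1493 (acLDL+C1q replicate 3) higher, 550 to 1502 lower without the same libraries, and 0 to 324 (acLDL+C1q replicate 3) after adjustment. In both comparisons 115 (oxLDL replicate 2) to 422 (oxLDL+C1q replicate 3) were higher, 91 (oxLDL replicate 2) to 273 (acLDL+C1q replicate 3) lower, and 0 to 1 passed after adjustment. The interaction gave 178 (acLDL replicate 3) to 510 (oxLDL replicate 1) at an unadjusted p under 0.05 and 0 to 0 after adjustment. Adjusted counts were 13 (oxLDL replicate 2) to 272 (oxLDL replicate 1) for oxLDL alone and 23 (acLDL replicate 2) to 302 (untreated replicate 1) for acLDL alone. Lists numbered 1 (oxLDL+C1q replicate 1) to 7 (oxLDL+C1q replicate 2) and 5 (acLDL+C1q replicate 1) to 8 with C1q, 2 (oxLDL replicate 2) to 7 (oxLDL replicate 1) for oxLDL alone and 5 to 6 for acLDL alone. Without both C1q replicate 1 libraries, 290 genes were higher and 319 lower with oxLDL, 660 lower with acLDL, 124 higher and 83 lower in both, and 1, 107 and 1 passed after adjustment with oxLDL, acLDL and both. The lists then numbered 1 and 5.

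The direction changed for 5 values near 0. With acLDL, C1QA ranged from -0.0340 to 0.0703, C1QB from -0.0548 to 0.111 and C1QC from -0.0156 to 0.110, lowest without acLDL+C1q replicate 2 and highest without replicate 3 of that group. MSR1 ranged from -0.0443 (acLDL replicate 2) to 0.0207 (acLDL replicate 3) with acLDL, and from -0.0701 (oxLDL replicate 1) to 0.0256 (oxLDL replicate 3) with oxLDL.

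The replicate numbers do not pair the libraries of the groups compared. Deviations from the group mean of libraries with the same number correlated across genes with r of 0.1, 0.01 and -0.02 between oxLDL and oxLDL+C1q, and of 0.04, -0.03 and 0.01 between acLDL and acLDL+C1q. Between untreated HMDM and oxLDL r was -0.26, 0.02 and -0.22, and between untreated HMDM and acLDL 0, 0.05 and -0.1. Between oxLDL+C1q and acLDL+C1q, which enter the interaction and the overlap together, r was 0.55, 0.2 and 0.24, so these groups are not independent. Replicates 2 and 3 with different numbers gave 0.22 and 0.18 there, so only replicate 1 is set apart. With the block, the interaction had an unadjusted p under 0.05 with a positive difference for 142 genes and a negative one for 176, and 0 passed after adjustment. With the replicate number as a block, 6 genes with oxLDL, 3 with acLDL and 1 in both passed after adjustment, 10 passed for oxLDL alone, and 5 lists passed with C1q and oxLDL. Of 139 values under the block, 127 kept their call, 5 no longer passed, 2 newly passed and 5 counts moved by over 1.5 times.

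The smallest library, acLDL+C1q replicate 2 with 8207204 estimated reads, limits the precision for weakly expressed genes in the acLDL comparison.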

Differences from the paper's values

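The paper gives the sizes of the regions of its Venn diagrams only in Fig. 1, and its values below were read by eye. 3 of the 6 regions differ by more than 1.5 times. Below, a gap is called closed where a setting came within 1.5 times for that region alone. Some of these settings opened gaps in other regions. The DESeq2 Wald test gave 429 genes lower with acLDL only, against about 1000 in Fig. 1. With limma at pseudocounts of 0.1 and 1, 125 and 122 were higher in both, against about 250. Base counts as deposited, Cyber-T on every gene listed above 0, removal of both C1q replicate 1 libraries and TMM-scaled RPKM were chosen after the values had been seen.

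Genes higher with acLDL only numbered 858, against the paper's about 550 in Fig. 1, read by eye. Of the alternatives set before the data were examined, the gap closed under upper-quartile normalization (678), the DESeq2 Wald test (556), at least 10 counts in every library (777), all 15 libraries in one fit (725), the replicate block (729), Cyber-T on log2(RPKM + 1) (507) and on untransformed RPKM (482), and limma at pseudocounts of 0.1 (496) and 1 (506). It also closed without oxLDL+C1q replicate 2 (754) or 3 (734), without any acLDL replicate (617, 522 and 417) and without acLDL+C1q replicate 1 (632). It did not close under DESeq2's size factors (863), without a filter (916), with a log2 fold change of at least 1 (14) or without the remaining libraries (840 to 1166).

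Genes lower with both lipoproteins numbered 215, against the paper's about 430 in Fig. 1, read by eye. The gap closed without a filter (410), under the replicate block (306), and with Cyber-T on log2(RPKM + 1) (451) and on untransformed RPKM (458). It did not close under DESeq2's size factors (196), upper-quartile normalization (268), the DESeq2 Wald test (130), at least 10 counts in every library (192), all 15 libraries (258), limma (224 and 235), a log2 fold change of at least 1 (0) or without any 1 library (91 to 273).

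Genes lower with oxLDL only numbered 342, against the paper's about 730 in Fig. 1, read by eye. The gap closed with all 15 libraries in one fit (490), with Cyber-T on log2(RPKM + 1) (586) and on untransformed RPKM (617), and without oxLDL replicate 1 (594) or oxLDL+C1q replicate 3 (496). It did not close under DESeq2's size factors (309), upper-quartile normalization (400), the DESeq2 Wald test (207), no filter (472), at least 10 counts (300), the replicate block (407), limma (441 and 444), a log2 fold change of at least 1 (14) or without any other library (122 to 434).

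Under both planned forms of Cyber-T no region differed from the figure by more than 1.5 times. With Cyber-T on log2(RPKM + 1) of every gene listed above 0, chosen after seeing the values, the regions held 581, 249 and 272 genes higher (acLDL only, both, oxLDL only) and 989, 424 and 700 lower. The paper's values are about 550, 250 and 270 higher and about 1000, 430 and 730 lower in Fig. 1, read by eye. With Cyber-T on TMM-scaled RPKM, also chosen after seeing the values, the regions held 801, 363 and 357 higher and 768, 301 and 595 lower, again with none over 1.5 times. Of the other added settings, base counts as deposited brought genes higher with acLDL only to 756, and removal of both C1q replicate 1 libraries to 694. With base counts, genes lower in both (174) and lower with oxLDL only (363) still differed by more than 1.5 times. With both replicate 1 libraries removed, the 5 other regions did, with 124 higher in both, 166 higher with oxLDL only, 577 lower with acLDL only, 83 lower in both and 236 lower with oxLDL only.

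In Fig. 1 more genes are lower than higher with C1q for each lipoprotein. Here 527 were higher and 557 lower with oxLDL, and 1156 higher and 1036 lower with acLDL. Cyber-T and limma on RPKM and upper-quartile normalization in edgeR gave more lower than higher genes in both. Table 3 lists translation among the terms of genes lower with C1q and acLDL. Here 66 of 83 cytosolic ribosomal protein genes were higher with acLDL, in a list written by hand that does not hold the same genes as that term.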

Other observations

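Chosen only after the result had been seen were the tests of the share of the most abundant genes, of a batch of all replicate 1 libraries, of a condition shared by 2 cultures and of endotoxin for the C1q replicate 1 libraries, of the scaling of RPKM, of the spread of interferon-stimulated genes with oxLDL, and of reads shared with MRPS6. That the osmotic list had to pass fry as well as camera was decided after the camera result.

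Replicate 1 of oxLDL+C1q and of acLDL+C1q lay apart from all other libraries, and their deviations from the mean of their groups correlated across genes with r = 0.55. With every library thinned to the smallest, r was 0.519, which argues against library size. The 10 most abundant genes held 12.7% of reads in oxLDL+C1q replicate 1, within the range of the other libraries (12.4% to 12.9%). After removal of trends on GC content and gene length r was 0.572. Replicate 1 of the groups without C1q did not deviate with them (largest r = 0.0983), which argues against a batch of all replicate 1 libraries. Whether a label was exchanged is not reported here. A stronger form of the response in the other C1q libraries may account for part of the pattern. The 200 genes that rose most in oxLDL+C1q replicate 1 had a median of 0.16 in acLDL+C1q replicates 2 and 3 relative to acLDL, and the 200 that fell most had -0.20, beyond all 10000 random lists of matched expression. In the other direction the medians were 0.12 and -0.18. A condition shared only by these 2 cultures, such as a common lot of C1q or day of treatment, cannot be told apart from a response to C1q that varies between cultures, because no label besides the replicate number sets these cultures apart. Their r of 0.55 was the largest among the libraries of different groups compared, and the next was 0.26, between untreated replicate 1 and oxLDL replicate 3. An endotoxin response stays open too. In these libraries 22 endotoxin response genes had medians of 0.16 and 0.57 relative to the lipoprotein alone, while the interferon-stimulated genes, which endotoxin would raise, had medians of -0.56 and -0.14. Relative to untreated HMDM the mean of that list was -0.47 and -0.16 in them, under the lowest libraries of the lipoprotein alone (-0.41 and -0.10). Each of these is a single library and the list spread over 0.919 between the oxLDL libraries, so the explanation is not excluded.

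Divisions of the same libraries into other groups show how often such counts arise. For C1q with oxLDL 1 of the 10 divisions of the 6 libraries, the real one, gave as many genes at an unadjusted p under 0.05 (1084), and the next gave 1054. For C1q with acLDL 1 of the 10 gave as many (2192), and 1 of the 10 gave as many adjusted genes (1, SLC5A3). With 10 divisions the share cannot be under 0.1. For gene lists past the threshold, 10 of 10 gave as many as the real division with oxLDL (3), 2 of 10 with acLDL (8), 4 of 10 for oxLDL alone (3) and 1 of 10 for acLDL alone (5), so the number of lists does not set C1q with oxLDL apart from other divisions. Of 100 divisions of the 12 libraries within each lipoprotein, 1, the real one, gave as many genes shared in one direction (513), and the next gave 351. For the interaction 70 of 100 gave as many genes (276). Those divisions move the C1q effect shared by both lipoproteins into the difference tested, so this share decides nothing about the interaction. For acLDL alone 1 of 10 gave as many adjusted genes (37), and for oxLDL alone 2 of 10 did. The other was untreated replicates 2 and 3 with oxLDL replicate 1 against untreated replicate 1 with oxLDL replicates 2 and 3, with 692 adjusted genes, 342 on one side and 350 on the other. Of 67 interferon-stimulated genes, 36 passed in it in one direction (camera adjusted p = 5.13e-18), and 7 of the 10 genes with the smallest p were HLA class II genes. The labels give no batch that this division follows.

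The interferon-stimulated genes were uneven between libraries of 1 condition. Relative to untreated HMDM their mean log2 level lay from -0.41 (replicate 1) to 0.51 (replicate 3) with oxLDL, from -0.47 to -0.10 with oxLDL+C1q, from -0.10 to 0.04 with acLDL and from -0.20 to 0.01 with acLDL+C1q. The lipoprotein and C1q groups overlap, so their fall with C1q may be a spread between cultures that does not depend on C1q. The lowest library without C1q was at -0.41 with oxLDL and at -0.10 with acLDL. After removal of trends on GC content and length the list still passed camera, with adjusted p of 2.01e-08 with oxLDL and 0.00988 with acLDL, and its range over the oxLDL libraries was 0.905 against 0.919, which argues against these trends. T and NK cells mixed in with the macrophages stay open. Over 15 libraries, as deviations from group means, the mean of 26 T and NK cell genes correlated with that of the list with r = 0.417 (permutation p = 0.123, adjusted over 2 relations 0.246) and rho = 0.471 (permutation p = 0.0773). Without the 2 libraries farthest from the median r was 0.171. The most abundant of these genes reached 20.4 CPM. Library size gave r = -0.0974 (permutation p = 0.729, adjusted 0.729), rho = -0.075 (permutation p = 0.79) and r = -0.158 without the 2 farthest libraries, which decides nothing. The cause of the unevenness was not found.

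After the same removal of trends on GC content and gene length, the rRNA and tRNA processing genes were still lower with C1q, with camera adjusted p of 2.32e-05 with oxLDL and 6.73e-05 with acLDL, and so were the ZNF genes, with 2.32e-05 and 8.82e-06. This argues against such trends as the whole cause. A value was available for 92.2% of all genes, but for 0% of the histone list and 53.7% of the aminoacyl-tRNA synthetase list, whose symbols are older than the annotation, so the check is void for these.

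SLC5A3 carries myo-inositol, and raised osmolarity is a known inducer, so a change in osmolarity from the C1q solution is a candidate explanation. The other 13 tested genes of an osmotic response list, written before the test, had a median of 0.15 with oxLDL (10 of 13 higher, camera adjusted p = 0.00493, fry adjusted p = 0.204) and of 0.10 with acLDL (11 of 13 higher, camera adjusted p = 0.0159, fry adjusted p = 0.204), adjusted over both comparisons. The tests disagree, so osmolarity and another effect of C1q cannot be told apart here. SLC38A2 is given apart from these 13 genes and was chosen after its values were seen. It rose by 0.96 with oxLDL and 0.99 with acLDL. The paper's text does not describe the buffer of C1q or a control for it. MRPS6 overlaps SLC5A3 in GENCODE. SLC5A3 rose by 374 CPM with oxLDL and 420 CPM with acLDL. In the same C1q groups 170 and 165 CPM were counted on MRPS6. These values cannot decide whether reads of MRPS6 transcripts were counted on SLC5A3, because reads so counted are missing from the MRPS6 total. MRPS6 itself rose by 0.79 with oxLDL and 0.94 with acLDL (log2), so reads shared between these genes stay open as a source.

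On the RPKM scale fewer genes were higher than lower with C1q. With Cyber-T on every gene listed above 0, 31.7% of calls were higher with oxLDL and 37% with acLDL. With RPKM rescaled by TMM the share was 44.6% with oxLDL and 52.1% with acLDL. TMM centers the fold changes, so this move follows from its construction, and the source of the imbalance stays open.

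The genes changed by oxLDL alone and acLDL alone were compared with 20 simulations of unchanged groups. The untreated libraries, shared by both comparisons, were simulated too. Of 37 adjusted genes in each comparison, 25 were shared, against 0.15 on average and at most 1 in the simulations. At an unadjusted p under 0.05, 300 were shared, against 93 to 150. Across genes r was 0.57, against 0.47 to 0.53. The simulated genes were drawn independently, so spread that many genes share between real libraries is absent, and these ranges may be too narrow. Of the 25, 13 are on the sterol synthesis list. LXR targets were higher in both (camera adjusted p = 0.000479 and 0.000199, fry adjusted p = 0.0714 and 0.0318). ABCA1 rose by 0.44 (standard error 0.06) with oxLDL, where its adjusted edgeR p of 0.0082 became 0.082 without untreated replicate 2, and by 0.51 (standard error 0.05) with acLDL. SMPDL3A rose by 0.48 with oxLDL and ABCG1 by 0.50 with acLDL. PDK4 rose by 0.62 with oxLDL, and GPR82 by 0.62 and MYLIP by 0.52 with acLDL. The adjusted p of GPR82, 0.0435, was 0.596 without acLDL replicate 3. Cytosolic ribosomal protein genes were higher with oxLDL (camera adjusted p = 0.00722, 0.0947 without oxLDL replicate 2) and with acLDL (6.97e-05). With acLDL, rRNA and tRNA processing genes (7.62e-05) and chemokine ligands (0.00124) were higher too. The other lists did not pass. Under fry the adjusted p was 0.271 for the ribosomal list with oxLDL and 0.106 for chemokine ligands with acLDL. It was 0.0318 for the ribosomal list and for the rRNA and tRNA list with acLDL. Without a filter the camera adjusted p of the chemokine ligands was 0.156.

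Of the lists without a counterpart in the paper's tables, sterol synthesis genes were called higher in 2 and lower in 1 of 24 with C1q and oxLDL (camera adjusted p = 0.257) and in the same numbers with acLDL (0.337). LXR targets were called lower in 1 of 12 with oxLDL (0.257) and higher in 4 of 12 with acLDL (0.0751), where 4 passed when adjusted over the list alone. NRF2 targets were called higher in 2 of 16 with oxLDL (0.0543), of which 1 passed when adjusted over the list alone, and higher in 5 and lower in 1 of 16 with acLDL (0.0815). The smallest p values were those of HMGCS1 and CYP51A1 with oxLDL for sterol synthesis, SREBF1 and FASN with oxLDL and FASN and APOC1 with acLDL for LXR, and SLC7A11 and TXNRD1 with oxLDL and TXNRD1 and GCLC with acLDL for NRF2.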
